# Optogenetic and transcriptomic interrogation of enhanced muscle function in the paralyzed mouse whisker pad

**DOI:** 10.1152/jn.00837.2018

**Published:** 2019-02-20

**Authors:** Thomas J. Vajtay, Akhil Bandi, Aman Upadhyay, Mavis R. Swerdel, Ronald P. Hart, Christian R. Lee, David J. Margolis

**Keywords:** ChR2, denervation, motor control, movement disorders, mystacial vibrissae, optogenetics, paralysis, plasticity, RNA-seq, sensorimotor integration

## Abstract

The functional state of denervated muscle is a critical factor in the ability to restore movement after injury- or disease-related paralysis. Here we used peripheral optogenetic stimulation and transcriptome profiling in the mouse whisker system to investigate the time course of changes in neuromuscular function following complete unilateral facial nerve transection. While most skeletal muscles rapidly lose functionality after lower motor neuron denervation, optogenetic muscle stimulation of the paralyzed whisker pad revealed sustained increases in the sensitivity, velocity, and amplitude of whisker movements, and reduced fatigability, starting 48 h after denervation. RNA-seq analysis showed distinct regulation of multiple gene families in denervated whisker pad muscles compared with the atrophy-prone soleus, including prominent changes in ion channels and contractile fibers. Together, our results define the unique functional and transcriptomic landscape of denervated facial muscles and have general implications for restoring movement after neuromuscular injury or disease.

**NEW & NOTEWORTHY** Optogenetic activation of muscle can be used to noninvasively induce movements and probe muscle function. We used this technique in mice to investigate changes in whisker movements following facial nerve transection. We found unexpectedly enhanced functional properties of whisker pad muscle following denervation, accompanied by unique transcriptomic changes. Our findings highlight the utility of the mouse whisker pad for investigating the restoration of movement after paralysis.

## INTRODUCTION

The functional state of denervated muscle is critical for the restoration of movement after paralysis caused by chronic injury or disease. Functional changes in muscle are well known after lower motor neuron denervation for many types of muscle (Thesleff 1974; Wu et al. 2014), with loss of function, atrophy, and reduced capacity for movement being the most common. Gain-of-function changes can also occur in parallel, including increased excitability and hypersensitivity to the neurotransmitter acetylcholine (Jones and Vrbová 1974; Lømo and Rosenthal 1972; Sellin and Thesleff 1980). However, gain-of-function changes do not counteract the atrophy and loss of function in most muscles, which presents major problems for generation of contractile force and the ability of muscle to respond to restorative interventions. Furthermore, available clinical strategies to stimulate neuromuscular function generally target a partially intact nerve instead of direct stimulation of the muscle because it is difficult to produce well-controlled, graded movements using electrical stimulation of muscle (Doucet et al. 2012; Griffin and Kim 2011; Ho et al. 2014; Peckham and Knutson 2005). Noninvasive, direct stimulation of paralyzed muscle that produces naturalistic movements is highly desirable but has not been achieved using traditional methods.

Our previous work established a method for noninvasive control of whisker movements in mice using transdermal photostimulation of the optogenetic actuator channelrhodopsin-2 (ChR2) expressed in whisker pad muscles (Park et al. 2016). Spot illumination of the rostral whisker pad with blue light in Emx1-ChR2 mice, as used in the previous and current work, evokes whisker protractions by activating extrinsic protractor muscles pars media superior and pars media inferior of *M. nasolabialis profundus* and also intrinsic follicular muscles (Haidarliu et al. 2015; Haidarliu et al. 2010; Park et al. 2016), collectively referred to here as “whisker pad muscles.” In the present study, we used ChAT-ChR2 and Emx1-ChR2 mice to evoke whisker movements via stimulation of the facial motor nerve (cranial nerve VII) or the whisker pad muscles, respectively. This allowed us to investigate the functional changes that occur in nerve and muscle after the paralysis of whisker movements caused by facial nerve transection.

One recent study used optogenetic muscle stimulation in the hindlimb triceps surae after sciatic nerve lesion to demonstrate dramatic atrophy and loss of function (Magown et al. 2015), consistent with classic studies in this system (Nelson 1969), that could be attenuated by daily optogenetic activation. We considered it possible that whisker pad muscles undergo distinct denervation-induced changes compared with other muscle types, in part because whisker pad muscles are composed of distinctive fiber type (Haidarliu et al. 2010; Jin et al. 2004). While the rodent whisker system has been used for studies related to recovery of function and reinnervation (Hadlock et al. 2005; Heaton et al. 2014), the functional state of denervated whisker pad muscles and their capacity to support evoked movements has remained unclear, in part because noninvasive methods to probe muscle function have only recently been established.

We longitudinally tracked whisker movements evoked by optogenetic nerve or muscle stimulation up to 10 days after facial nerve transection. While nerve-evoked responses degraded by 1 day, muscle-evoked whisker protractions showed dramatic increases in sensitivity, amplitude, velocity, and reduced fatigability. Furthermore, RNA-sequencing (RNA-seq) analysis of denervated muscle in a different group of mice at *days* *1*, *3*, and *7* revealed transcriptome-level changes in ion channels and contractile fibers (among others), with many striking differences compared with published data from the atrophy-prone soleus muscle. Our results could lead to development of treatment strategies for restoring function in various types of paralyzed muscle.

## METHODS

### 

#### Subjects and surgical preparation.

Procedures were approved by Rutgers University Institutional Animal Care and Use Committee. Mice were purchased from Jackson Laboratories (Bar Harbor, ME) and bred in house. ChR2 expression in nerve was achieved by crossing Ai32 Cre-dependent ChR2 reporter mice [B6;129S-Gt(ROSA)26Sortm32(CAG-COP4*H134R/EYFP)was driven in nerve by crossingHze/J; Jax 012569] with ChAT-Cre mice [B6;129S6-Chattm2(cre)Lowl/J; Jax 006410] to produce “Chat-ChR2” mice. Chat-ChR2 mice express ChR2 in cholinergic neurons, including motoneurons (Rossi et al. 2011). Ai32 mice were crossed with Emx1-Cre mice [B6.129S2-Emx1tm1(cre)Krj/J; Jax 005628] to produce “Emx1-ChR2” mice (Madisen et al. 2012) that express ChR2 in whisker pad muscles (Park et al. 2016). Additional groups of mice were used for pharmacological effects on fasciculations (*n* = 5) and RNA-seq (*n* = 9) experiments (Figs. 2*C* and 4, respectively). Emx1-ChR2 mice on the day of lesion were postnatal day (P) 52 or P55. Additional Emx1-ChR2 mice used for ChR2 expression measures were P75 on the day of lesion. ChAT-ChR2 mice were P276 on the day of lesion. Mice were median age P224 (range P159–224) for RNA-seq experiments. Both male and female mice were used, with weights between 19 and 38 g.

For optogenetic stimulation, adult mice were implanted with a head post affixed to the skull with dental cement in a surgical procedure under isoflurane anesthesia, as described (Lee and Margolis 2016; Park et al. 2016) and allowed to recovery for at least 5 days. After baseline measurements were taken, facial nerve transection was performed following (Olmstead et al. 2015) in a second surgery. Briefly, mice were anesthetized with isoflurane (4% induction, 2% maintenance) and depilatory cream was applied to an ~1×1 cm area caudal to the whisker pad between the eye and jaw. A dorsoventral skin incision was made using spring scissors, and the buccal and superior marginal branches of the facial nerve exposed before transection with spring scissors. The wound margin was closed using cyanoacrylate glue and mice were allowed to recover in the home cage. Unilateral whisker movement paralysis was visually verified.

#### Stimuli and video recording.

Light stimuli and recording methods followed our previous work (Park et al. 2016). Briefly, a blue 460-nm high-power light-emitting diode (LED) (Prizmatix) was coupled to a 200-µm-diameter optical fiber (Thorlabs), producing a 2- to 3-mm spot of light on the face. Video of whiskers was recorded at 500 frames/s with a high-speed CMOS camera (PhotonFocus, DR1) under infrared illumination (Advanced Illumination). Eight-milliwatt stimuli of varying duration were triggered using TTL pulses sent by Arduino microcontroller to the LED current controller. Movies of 3-s duration were recorded for each trial with a 5- or 15-s intertrial interval for Emx1-ChR2 and ChAT-ChR2 mice, respectively. Sequential trials increased in stimulus duration up to 1,000 ms, at which point the sequence was repeated. There were eight replicates of each stimulus duration for each mouse. To identify the position of the nerve in ChAT-ChR2 mice, the buccal branch of the facial nerve (cranial nerve VII) was targeted with the light spot at a position between the stylomastoid foramen, ventral to the ear canal and caudal to the whisker pad. Different illumination positions in this region were tested for each subject to optimize the evoked whisker protraction. To test effects on fasciculations, dantrolene (1 mM) was applied subcutaneously to the lesioned (right-side) whisker pad. The placement of LED for muscle stimulation in Emx1-ChR2 mice followed Park et al. (2016) to target the rostral protraction or caudal retraction area.

#### Whisker tracking and measurements.

Frame-by-frame whisker angle was extracted using routines in MATLAB and Python (Clack et al. 2012). Video artifacts were corrected using ImageJ if the whiskers were mislabeled. Time series data from individual whiskers were further analyzed in MATLAB, including maximum amplitude, velocity (peak of first derivative after Savitzky-Golay smoothing of single trials), and time-to-peak. Persistence index, a measure of fatigability, was calculated for 1,000-ms stimuli as the ratio of response amplitude at 1,000 ms to peak amplitude. Spectral analysis of fasciculations was performed using the fast Fourier transform (FFT) function within MATLAB. Data from trials were averaged within and then between mice. Statistics were calculated using linear mixed models using the lme4 R package. Post hoc testing was done with paired contrasts via the multcomp R package and *P* values were adjusted for multiplicity with the Holm-Bonferroni method.

#### RNA-seq.

A separate group (*n* = 9 mice) was used for tissue extraction for RNA-seq. Nerve transection was performed as above, with the addition of a sham control on the opposite whisker pad, where the skin was opened and reclosed but the nerve was not lesioned. At 1, 3, and 7 days postlesion, mice were anesthetized with isoflurane (4% induction), their fur was trimmed to the level of the skin, then mice were killed by cervical dislocation. Skin and muscle tissue was harvested bilaterally from lesioned and intact rostral whisker pads using a 3-mm circular biopsy punch at the site of the rostral protraction area used for optogenetic stimulation. Biopsied tissue was flash-frozen in liquid nitrogen and ground with ceramic mortar and pestle before TRIzol extraction. Sequencing libraries were prepared with the Illumina TruSeq RNA Sample Preparation Kit v2 and then RNA-seq was performed with the Illumina NextSeq 500. qPCR was used to verify selected genes. Comparisons were made between lesioned and sham-control sides as well as a soleus data set from GEO: GSE58669 (Macpherson et al. 2015) after replicating the latter analysis in our framework to determine significant genes. RNA-seq data have been uploaded to NIH GEO with accession number GSE121590.

Illumina bcl2fastq2-v2.17.1.14 software was used for base calling. Sequences were deduplicated with ParDRe version 2.1.5-PC170509. Adapter sequences were trimmed and quality control was performed with Fastp version 0.12.2. Deduplicated, trimmed sequences were aligned with ENSEMBL GRCm38 cDNA transcripts using Kallisto version 0.43.1 with 100 bootstrap simulations (−b 100). Kallisto transcript counts were loaded into Sleuth version 0.30.0. The linear model for likelihood ratio test (LRT) was ~days:days + injury. A Wald test (WT) was evaluated for each day by separately loading in respective data and comparing sides. The significant WT transcripts were then filtered with the differentially expressed transcripts from the LRT and limited to only those transcripts with at least a fold change (FC) of 2. Enriched gene ontology (GO) terms were determined by creating a list of the gene IDs of all 2 FC transcripts calculated from the WT, sorted by FC, and then analyzed with clusterProfiler for both cellular component- and biological process-enriched GO terms. Enriched GO terms for whisker 3 days were GO:0014704; GO:0031674; GO:0043292; GO:1902495; GO:0005892; GO:0034702; GO:0030018; GO:0042641; GO:0000151; GO:0001518. Enriched GO terms for soleus 3 days were GO:1902495; GO:0005901; GO:0034702; GO:0008076; GO:0014704; GO:0042383; GO:0043292; GO:0043235; GO:0016528.

The transcripts from significant GO terms were then compared between whisker and soleus data in heatmaps. Normalized transcripts per million were used to calculate a *z*-score of the injured expression levels for each day separately and then only those transcripts that were differentially expressed in at least one of the data sets were isolated. To further isolate transcripts of interest, we then limited the selection to only those transcripts that had polar expression between whisker and soleus 3 days.

#### qPCR.

Quantitative real-time PCR (qPCR) was used to validate RNA-seq results and to test for changes in ChR2 expression (Supplemental Fig. S4; goo.gl/sb75Qd). Total cellular RNA was reverse transcribed into cDNA, then assayed by qPCR using SYBR Green PCR Master Mix (Life Technologies) following the manufacturer’s recommendations. Primers were designed to be specific using Primer-BLAST. Beta-Actin was used to normalize expression levels to obtain relative quantity values. Forward and reverse primers are listed in Supplemental Fig. S4 (goo.gl/sb75Qd).

#### Data availability.

Data and code to recreate figures and statistics are available at https://github.com/margolislab/Vajtay_Bandi_2018. Source data are available upon reasonable request. RNA-seq data set is available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121590.

## RESULTS

We aimed to determine the functional and transcriptomic state of denervated (paralyzed) whisker pad muscle. We used longitudinal optogenetic methods to investigate the time course of whisker movements evoked by nerve or muscle stimulation up to 10 days after facial nerve transection, and in parallel, generated RNA-seq data sets on 1, 3, and 7 days.

### 

#### Rapid loss of nerve-evoked movements.

We first performed optogenetic stimulation of the facial nerve in ChAT-ChR2 mice to determine the time course of functional denervation after nerve transection (Fig. 1*A*). Prior to nerve transection, transdermal illumination of the buccal branch caudal to the whisker pad evoked brief, high-velocity whisker protractions (peak amplitude, 8.77 ± 1.55°; peak velocity, 940 ± 161°/s; time-to-peak, 16.2 ± 0.93 ms; half-width, 13.8 ± 1.16 ms SE; *n* = 6 mice). After facial nerve transection caudal to the illumination site, whisker movements could still be evoked at 0.5 and 6 h postlesion, but were abolished by 24 h (Fig. 1*B*). Responses to brief (5 ms) or prolonged (1,000 ms) 8 mW illumination were similar in both amplitude and velocity, suggesting that the facial nerve responds to optogenetic stimuli in an all-or-none fashion to suprathreshold stimuli. Analysis of group data from *n* = 6 mice indicated that peak amplitude and peak velocity decreased in parallel over 24 h (Fig. 1*C*, *left*, *middle*). At the 6-h time point, peak amplitude decreased compared with baseline in 5/6 mice, and was fully abolished in 6/6 mice by 24 h (ANOVA of peak amplitude and peak velocity over days, *F* = 31.16 and 37.88, *P* = 0.0008 and 0.0005). The time-to-peak and half-width of the responses remained similar at the 6-h time point until responses were abolished at 24 h (Fig. 1*C*, *right*) (ANOVA of time-to-peak and half-width 1,000 ms light response over days, *F* = 58.19 and 22.07, *P* = 1.7e-8 and 1.5e-6). During the course of nerve degradation (at 6 h), response duration families for peak amplitude and peak velocity showed similar overall shape and stimulus threshold (Fig. 1*D*, *left*, *middle*). Time-to-peak and half-width measures were constant when probed with stimuli of varying duration (Fig. 1*D*, *right*), indicative of stereotyped all-or-none nature of whisker movements evoked by suprathreshold optogenetic nerve stimulation. Together, these results indicate that the distal cut end of the facial nerve remains viable for at least 6 h, retaining its ability to evoke whisker movements in response to optogenetic stimulation, but fully degrades by the 24-h time point. Thus, whisker pad muscles are functionally denervated by 24 h after facial nerve transection.

**Fig. 1.**
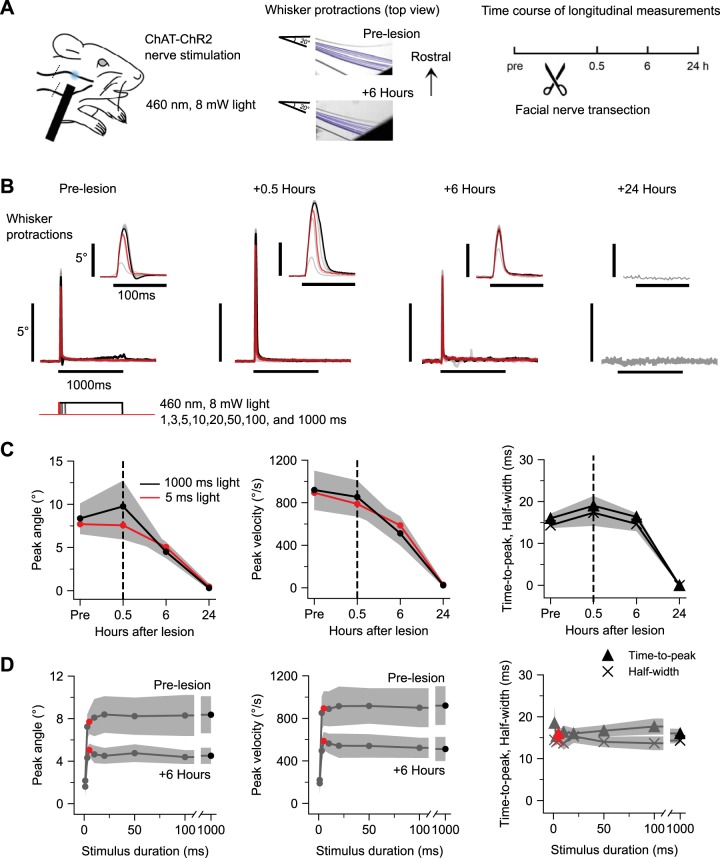
Functional degradation of facial nerve. *A*: optogenetic nerve paradigm. *Left*: schematic of transdermal facial nerve illumination in ChAT-ChR2 mice. Position of optogenetic illumination indicated with blue spot. Position of nerve transection indicated with diagonal lines crossing buccal and marginal nerve branches caudal to illumination site. *Middle*: frame-by-frame position of one tracked whisker in an example subject in response to a 1,000-ms, 8-mW pulse of 460-nm LED illumination prelesion and 6 h postlesion. *Right*: experimental timeline. *B*: whisker protractions evoked by optogenetic nerve stimulation from an example mouse at various times relative to nerve transection. Each trace is the average of 10 responses to a different duration of illumination at 8 mW. Stimuli are 1, 3, 5, 10, 20, 50, 100, and 1,000 ms, with 5 ms (red) and 1,000 ms (black) highlighted. *Insets* show the same traces on an expanded time scale. *C*: time course of peak amplitude (*left*), peak velocity (*middle*), and time-to-peak and half-width (*right*) of whisker protractions in response to 5-ms (red) and 1,000-ms (black) light stimuli. In all cases, responses were significantly abolished by 24 h posttransection (see text for further statistics). Values are means ± SE; *n* = 6 mice. *D*: prelesion and 6-h response duration families for peak amplitude (*left*) and peak velocity (*middle*). Prelesion response duration families for time-to-peak and half-width (*right*). Red circles and triangles, 5 ms; black circles and triangles, 1,000-ms stimuli. Values are means ± SE; *n* = 6 mice.

#### Spontaneous fasciculations.

We observed spontaneous small-amplitude whisker twitches on the lesioned side after nerve transection (2.45 ± 0.54° peak-to-peak amplitude, *n* = 9 mice), reflecting fasciculations (or fibrillations) of the denervated muscle fibers (Heaton and Kobler 2005; Salafsky et al. 1968; Thesleff and Ward 1975; Wu et al. 2014) (Fig. 2*A*). Fasciculation strength, as indicated by spectral analysis, increased in 7/9 mice at 2 days and 9/9 mice at 3 days postlesion, and persisted through 10 days (Fig. 2*B*) (ANOVA of average power of fasciculations at 5–8 Hz over days, *F* = 36.3, *P* < 2.2e-16). In a separate group of mice, we tested the effects of the ryanodine receptor 1 (RyR1) antagonist dantrolene (1 mM) by subcutaneous whisker pad administration before and 7 days after nerve transection, and found that dantrolene abolished fasciculations (Fig. 2*C*) (ANOVA of average power of fasciculations at 5–8 Hz of DMSO, dantrolene, and untreated mice before and 7 days after lesion, *F* = 7.98, *P* = 0.002; paired contrasts of 7 days dantrolene vs. 7 days DMSO vehicle, *t* = 2.95, *P* = 0.04; *n* = 5 mice), indicating a postsynaptic muscle origin. These results suggest that denervated whisker pad muscles undergo changes in intrinsic excitation-contraction coupling or excitability, raising the question of their capacity to sustain evoked movements.

**Fig. 2.**
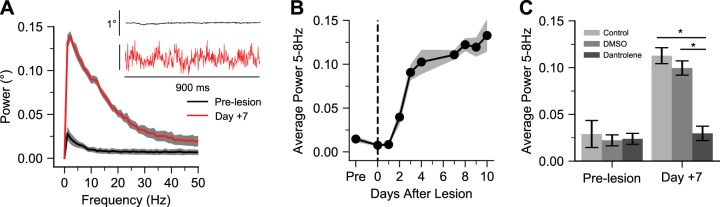
Muscle origin of fasciculations. *A*: power spectra of spontaneous whisker fasciculations at baseline and 7 days postlesion. *Inset*, examples of spontaneous whisker movements at baseline and 7 days. *B*: time course of fasciculation strength (mean ± SE 5–8 Hz power; *n* = 9, Emx1-ChR2 mice). *C*: effects of RyR1 antagonist dantrolene (1 mM). Bar graphs show mean ± SE of 5–8 Hz power (*n* = 5, Emx1-ChR2 mice); *P < 0.05.

#### Denervation-induced enhancement of optogenetic muscle-evoked whisker movements.

To determine functional properties of denervated whisker pad muscle, we used direct optogenetic muscle stimulation in Emx1-ChR2 mice following facial nerve transection (Fig. 3*A*). Emx1-ChR2 mice express ChR2 in whisker pad muscles (Park et al. 2016) in addition to the well-known expression in excitatory cortical neurons (Madisen et al. 2012). We performed longitudinal measurements of the same subjects, similar to the nerve experiments in Fig. 1, but over a longer time course up to 10 days. Transdermal illumination of the rostral protraction area (Park et al. 2016) of the whisker pad under baseline conditions evoked robust whisker protractions (peak amplitude, 13.9 ± 1.6°; peak velocity, 414.8 ± 75.8°/s; 97.85 ± 14.26 ms time-to-peak; 368.17 ± 86.80 ms half-width, *n* = 9 mice) that adapted (or fatigued) during prolonged illumination. After facial nerve transection, peak amplitude and peak velocity of evoked movements began to increase on subsequent days, as shown for an example subject (Fig. 3*B*). Analysis of group data (*n* = 9 mice) showed prominent increases in peak amplitude, peak velocity, and persistence index (a measure of reduced fatigability; Fig. 3*C*) starting at 2 days posttransection and lasting throughout the 10-day time course (Fig. 3*C*) (ANOVA of peak amplitude and peak velocity over days, *F* = 14.93 and 30.82, *P* = 0.0001 and 0.005). For example, at 7 days, the peak amplitude of movements in response to 1,000-ms illumination increased in 8/9 mice to on average 146% of baseline values (13.88° to 20.32°; ANOVA of 1,000-ms peak amplitude responses over days, *F* = 4.55, *P* = 0.0001), and the responses to 5-ms stimuli increased by 505% of baseline (Fig. 3*C*, *left*) (2.75° to 13.90°; ANOVA of 5-ms peak amplitude responses, *F* = 45.01, *P* < 2.2e-16). Peak velocity of evoked whisker movements showed similarly dramatic increases. For example, at 7 days postlesion, the peak velocity of movements in response to 5-ms stimuli increased until it was indistinguishable from the velocity of movements evoked by 1,000-ms stimuli (Fig. 3*C*, *middle*) (834.17°/s for 5-ms stimuli, 991.49°/s for 1,000-ms stimuli), indicating increased sensitivity of denervated whisker pad muscle. We further analyzed the fatigability (or adaptation) of evoked movements by measuring the persistence index of responses to 1,000-ms stimuli (the ratio of final amplitude to peak amplitude; see *inset* in Fig. 3*C*, *right*). Increased persistence index indicates less fatigability to the step illumination. Persistence index increased starting 2 days postlesion in 7/9 mice to 254% of baseline values (Fig. 3*C*, *right*) (0.3012 to 0.7655; ANOVA of persistence index over days, *F* = 27.73, *P* < 2.2e-16). Results for 10-Hz pulsed illumination were similar to the 1,000 ms step illumination (Supplemental Fig. S1; goo.gl/sWRNLU). Further comparison of 7 days and prelesion response duration families showed increased peak amplitudes especially for short duration stimuli (Fig. 3*D*, *left*), indicating reduced threshold due to increased sensitivity. Similar or even more dramatic effects were evident for peak velocity (Fig. 3*D*, *middle*). Parallel experiments in the same mice tracked whisker retractions evoked by illumination of the caudal retraction area (Park et al. 2016) and found increased sensitivity, but not amplitude or velocity, and minimal changes in fatigability (Supplemental Fig. S2; goo.gl/3SDp8q), suggesting that many of the results are unique to whisker protractions. Finally, we summarized the effects of denervation on nerve- and muscle-evoked whisker protractions by comparing the changes in peak amplitude and peak velocity (24 h in ChAT-ChR2 and 7 days in Emx1-ChR2 mice). Nerve- and muscle-evoked whisker movements change in opposite directions after facial nerve transection: nerve-evoked responses were abolished by 24 h, while muscle-evoked responses increased in amplitude and velocity (Fig. 3*D*, *right*). The velocity of prelesion optogenetic muscle-evoked whisker movements was less than nerve-evoked movements (*t*-test of the peak velocity of prelesion ChAT-ChR2 and prelesion Emx1-ChR2 mice, *t* = 3.21, *P* = 0.007) but increased at 7 days postlesion to ~1,000°/s, similar to the fastest prelesion nerve-evoked whisker movements (*t*-test of the peak velocity of prelesion ChAT-ChR2 and 7-day Emx1-ChR2 mice, *t* = 0.28, *P* = 0.78). Together these results indicate that denervated whisker pad protraction muscles undergo marked increases in movement capacity, including increased amplitude, velocity, and sensitivity and decreased fatigability.

**Fig. 3.**
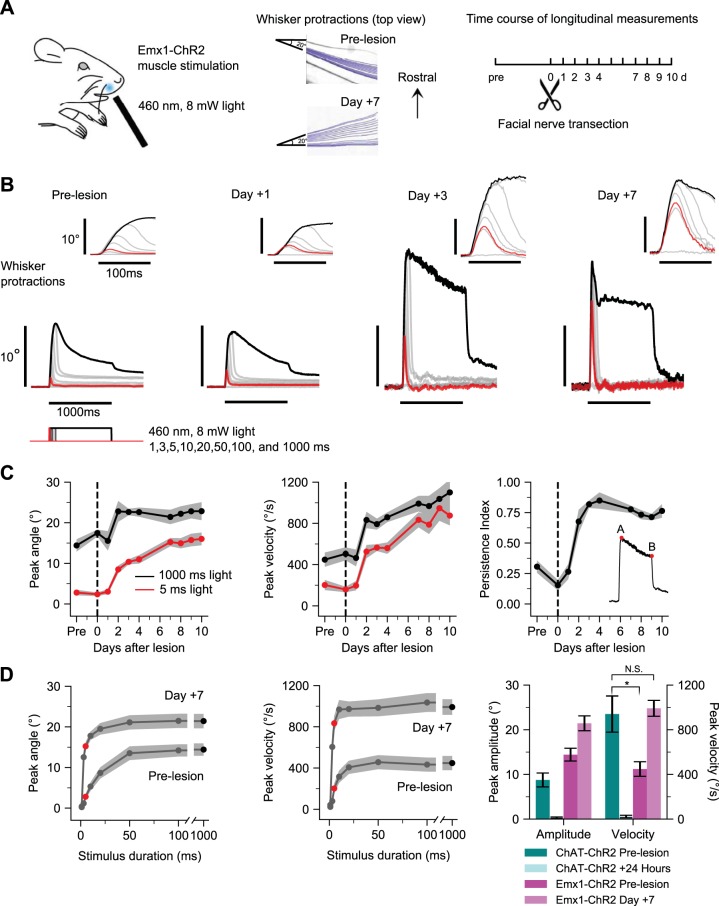
Functional enhancement of denervated muscle. *A*: optogenetic muscle paradigm. *Left*: schematic of transdermal muscle illumination in Emx1-ChR2 mice. Position of optogenetic illumination indicated with blue spot. *Middle*: frame-by-frame position of one tracked whisker in an example subject in response to a 1,000-ms, 8-mW pulse of 460-nm LED illumination prelesion and 7 days postlesion. *Right*: experimental timeline. *B*: whisker protractions evoked by optogenetic muscle stimulation from an example mouse at various times relative to nerve transection. Each trace is the average of 10 responses to a different duration of illumination at 8 mW. Stimuli are 1, 3, 5, 10, 20, 50, 100, and 1,000 ms, with 5 ms (red) and 1,000 ms (black) highlighted. *Insets* show the same traces on an expanded time scale. *C*: time course of peak amplitude (*left*) and peak velocity (*middle*) of whisker protractions in responses to 5-ms (red) and 1,000-ms (black) light stimuli. Time course of persistence index for 1,000-ms stimulus (*right*); *inset* shows that persistence index is the ratio of response amplitude at 1,000 ms (B) to peak amplitude (A). Values are means ± SE; *n* = 9 mice. *D*: prelesion and 7 days response duration families for peak amplitude (*left*) and peak velocity (*middle*). Red circle, 5 ms; black circle, 1,000-ms stimuli. *Right*: summary data comparing amplitude and velocity changes for ChAT-ChR2 (blue shading) and Emx1-ChR2 mice (magenta shading) in response to 1,000-ms stimuli. *t*-Tests compare velocity values for prelesion ChAT-ChR2 with prelesion Emx1-ChR2 and prelesion ChAT-ChR2 with day +7 Emx1-ChR2. Values are means ± SE; *n* = 9 mice. *P < 0.05, N.S., not significant.

#### Transcriptome of denervated muscle.

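RNA was measured in biopsies of skin and muscle taken from both whisker pads of 9 mice. In each mouse the right side was denervated and the left side was the sham control, whose skin was opened and reclosed with the nerve left intact, so that the side of the face and the lesion cannot be told apart. There were 3 mice at each of days 1, 3, and 7, which makes 18 samples in pairs. The authors base-called the reads, removed duplicates, trimmed adapters, and pseudoaligned the reads to mouse cDNA with Kallisto. The deposited values are TPM, transcript levels scaled for length and depth, that the authors also normalized between samples. Their sums run from 833186 to 1143839 per sample, where plain TPM would give every sample the same sum. The table holds 113194 transcripts, of which 20307 are 0 in every sample. By identifier, 98.46% of the transcripts were matched to GENCODE release M21 on build GRCm38, and the values of the transcripts of a gene were summed for 35150 genes. The paper's text does not give the number of reads per sample. Estimated from the smallest steps in the values of long transcripts of single-transcript genes, the depth was 10500000 to 32400000 reads per sample with a median of 14600000. At day 1 the median was 16100000 reads in denervated and 15200000 in sham samples. It was 14900000 and 13300000 at day 3, and 13500000 and 13700000 at day 7. The deepest samples were a denervated sample of day 1 at 32400000 reads and a denervated sample of day 3 at 25700000. Such a depth describes counting error only, and the spread between mice is not part of it.

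Denervated and sham samples were compared with limma on log2(TPM + 0.5), with a mean-variance trend and Benjamini-Hochberg adjustment. Transcripts or genes entered a comparison if they had a TPM of at least 1 in at least 47% of its samples. Each comparison was also made with the mouse as a block, which pairs the 2 sides. The residuals of the 2 sides of a mouse had a mean correlation of 0.30 at day 1, 0.32 at day 3, and 0.34 at day 7 over genes. Over transcripts the same-mouse correlation was 0.13, 0.14, and 0.19.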

To determine transcriptional changes underlying denervation-induced enhanced muscle function, we performed RNA-seq analysis of denervated and sham-denervated whisker pad tissue at 1, 3, and 7 days after facial nerve lesion. We calculated the differential expression of transcripts using the Kallisto/Sleuth pipeline (Bray et al. 2016) and GO using clusterProfiler (Pimentel et al. 2017). Differentially expressed transcripts were evaluated with an experiment-wide LRT to account for multiple measurements. 

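Over the 3 days together, 31694 transcripts were compared between denervated and sham samples with a term for the day and 1 term for the injury. Of these, 289 transcripts of 251 genes differed with an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment). In denervated samples 171 were higher and 118 were lower. With the mouse as a block, which uses the pairing of the 2 sides, 227 transcripts passed, 102 higher and 125 lower, and 171 of them were also among the 289. The same-mouse correlation of the residuals was low for transcripts, between 0.13 and 0.19 at the 3 days. The count for the injury across days moved most when 1 mouse was left out, to 134 transcripts without day 7 replicate 3 and to 525 without day 1 replicate 1. When the TPM of a gene's transcripts were summed, 457 of 14757 genes passed, 283 of them higher.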

Injury- and day-specific WT results that showed a FC of at least 2 and were filtered by transcripts previously identified as differentially expressed from LRT were used to classify the changes in transcript levels across days (methods). 

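Transcripts were counted at a day if the adjusted p at that day was under 0.05 (limma, Benjamini-Hochberg adjustment), the fold change was at least 2, and the transcript was among the 289 that differed over all days. At day 1, 0 of 31981 transcripts passed, and 1338 had an unadjusted p under 0.05. At day 3, 51 of 32794 transcripts passed, 38 higher and 13 lower after denervation, and they belong to 48 genes. At day 7, 56 of 33805 transcripts of 53 genes passed, 36 higher and 20 lower. Together 79 transcripts of 73 genes passed at 1 day or more. Of these, 23 passed at day 3 only, 28 at day 7 only, and 28 at both days. With the mouse as a block, 0 transcripts passed at any of the 3 days, while 1689, 3945, and 3997 had an unadjusted p under 0.05. Without the block 1338, 3366, and 3040 had. The same-mouse correlation was 0.13, 0.14, and 0.19. With 1 mouse of a day left out, 0 transcripts also passed at day 3 and 0 at day 7. In the other direction the counts moved most to 115 at day 3, for summed genes, and to 126 at day 7, with no filter on the result over all days.

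The direction of change at other days was compared without the filter on the result over all days, since that filter uses the other days too. This comparison was added after the data were seen. Of 92 transcripts past both thresholds at day 3, 77 were compared at day 1 and 65 of these had the same direction, with a median log2 fold change in that direction of 0.52 at day 1 and 2.27 at day 3. At day 7, 85 were compared, 83 had the same direction, and 62 of them were past 2-fold. Of 126 transcripts past both thresholds at day 7, 109 were compared at day 1 and 80 had the same direction. The difference between days was tested on its own with all 18 samples in a single limma fit. Between days 1 and 3 the effect of denervation differed for 8 of 31694 transcripts, and all 8 were higher at day 3. With the mouse as a block it differed for 1 transcript. Between days 1 and 7 it differed for 3 transcripts, 2 higher and 1 lower at day 7, and with the block for 4, 1 higher and 3 lower. Between days 3 and 7 it differed for 0, with 2336 at an unadjusted p under 0.05, and for 0 with the block, with 3300. Unlike the other mice, replicates 2 and 3 of day 7 had almost no RNA of the Y-chromosome gene Ddx3y. Comparisons of day 7 with other days are thus not separated from sex.

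Among the transcripts that passed at day 7 and changed the same way in all 3 mice, the largest rise was in a transcript of Tnnt3 that held 0.265% of the gene's TPM. It went from 0.233 ± 0.403 TPM (SD, n = 3 mice) in sham to 35.6 ± 10.0 in denervated samples, a log2 fold change of 5.72 (limma, adjusted p = 0.014). Myog followed with a log2 fold change of 4.37 (adjusted p = 0.013), then S100a8 with 4.34 (adjusted p = 0.042), Ankrd1 with 4.26 (adjusted p = 0.021), and the main transcript of Chrnd with 3.79 (adjusted p = 0.013). The largest fall was in Bpifa2, which was listed at 0 in all denervated samples and at 7.24 ± 2.36 TPM (SD, n = 3 mice) in sham samples (limma, adjusted p = 0.014). Dhrs7c fell by 2.45 on the log2 scale (adjusted p = 0.013), the pseudogene Gm43355 by 2.27 (adjusted p = 0.036), Lrrc14b fell by 2.23 (adjusted p = 0.041), and Apobec2 fell by 2.21 (adjusted p = 0.017).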

After denervation, 389 transcripts were differentially expressed in whisker pad, with increased expression between 1 to 3 and 7 days (Fig. 4*A*). We compared these whisker pad data with a published RNA-seq data set from the atrophy-prone soleus muscle at 3 days after denervation (Macpherson et al. 2015). 

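In whisker pad at day 3, Myog, Ppp1r27, Ankrd1, and Gdf5 were among the transcripts with the largest rises that passed and moved the same way in all 3 mice. Ppp1r27 went from 3.30 ± 1.62 TPM (SD, n = 3 mice) in sham to 140 ± 71.5 in denervated samples, a log2 fold change of 5.19 (limma, adjusted p = 0.022). Ankrd1 rose from 4.95 ± 2.95 to 168 ± 42.7 TPM, a log2 fold change of 5.07 (adjusted p = 0.016). The log2 fold change of Gdf5 was 4.39 (adjusted p = 0.016). The largest falls were in Lrrc14b, with a log2 fold change of -3.40 (adjusted p = 0.030), Dhrs7c with -2.75 (adjusted p = 0.035), and Mlf1 with -2.31 (adjusted p = 0.012). A retained-intron transcript of Myoz1 that held 7.06% of the gene's TPM had a log2 fold change of -2.27 (adjusted p = 0.035), and Riiad1 had -2.24 (adjusted p = 0.024). None of these passed with the mouse as a block, where 0 of 32794 transcripts did and 3945 had an unadjusted p under 0.05. Without the block 3366 had. Of 14943 summed genes at day 3, with no fold change minimum, 217 passed with the block and 217 without it, 148 of them shared. The count of 0 transcripts therefore does not show that pairing removes the changes. The soleus data set was not analysed here.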

We determined 759 transcripts to be differentially expressed in injured soleus; 63 of 692 transcripts were commonly regulated between whisker pad and soleus at 3 days after denervation, 629/692 were unique to one of the two models, and no transcripts were regulated with at least a 2 FC in opposite directions (Fig. 4*B*). Notably, there was limited overlap in GO terms and many differences (Fig. 4*C*). We further analyzed genes from the cell component ontology, focusing on selected terms of interest. These are shown as heatmaps of normalized expression levels at *days* *1*, *3*, and *7* days for whisker pad and *day 3* for soleus (transcript levels were normalized by *z*-score across all conditions). 

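For the 44 genes of Fig. 4D, z-scores were computed from the summed TPM of each gene over the 6 samples of a day and averaged over the 3 denervated samples. On that scale the average of 3 of 6 samples cannot exceed 1. The paper's methods also describe a scaling by day. It was chosen here after the values of Fig. 4D had been seen. The average was above 0 for 27 genes at day 1, 32 at day 3, and 34 at day 7. It was above 0.9 for 0 genes at day 1, 11 at day 3, and 16 at day 7, and below -0.9 for 0, 3, and 2 genes. Myog had an average of 0.823 at day 1, 0.994 at day 3, and 0.993 at day 7. With z-scores over all 18 whisker pad samples, also chosen after the data were seen, 13 genes were above 0 at day 1, 29 at day 3, and 33 at day 7.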

While genes related to atrophy and cholinergic receptors, for example, were similarly upregulated in whisker pad and soleus muscle, there were a number of differences, such as the expression of key ion channel and contractile fiber genes (Fig. 4*D*). 

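The genes of Fig. 4D were compared by their summed TPM in whisker pad. Of the 44 genes, 37 could be tested at day 1, 39 at day 3, and 42 at day 7. Over all genes tested, 0 had an adjusted p under 0.05 at day 1, with 8 at an unadjusted p under 0.05 (limma, Benjamini-Hochberg adjustment). At day 3, 12 passed, 9 higher and 3 lower after denervation. Myog, Chrng, Chrnd, Chrna1, Chrnb1, Ankrd23, Myom3, and Fgf13 were among the higher genes, and Kcnn2, Kcnj2, and Scn4b were lower. At day 7, 13 passed, 11 higher and 2 lower. Kcne1l and Myl4 joined the higher genes, and Kcnj2 was no longer among the lower ones. Adjusted over the list alone, 2, 21, and 22 genes passed at the 3 days. The list is the paper's own choice from these data, so that smaller adjustment favors it. With the mouse as a block, 0, 11, and 13 genes passed, and all of these were among the genes that passed without it. The same-mouse correlation over genes was 0.30 to 0.34. Leaving out 1 mouse of the day moved the counts most, to between 0 and 11 genes at day 3 and between 1 and 9 at day 7.

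In all 9 mice together, the difference between the 2 sides was tested with an exact sign-flip permutation test, two-sided. Of the 44 genes, 26 had p under 0.05, and 22 had a Benjamini-Hochberg adjusted value under 0.05 over the list, 18 higher and 4 lower. The smallest p that 9 pairs allow is 0.0039, while 3 samples against 3 cannot go below 0.10. From the heatmaps, the paper states that genes of atrophy and of cholinergic receptors rose alike in whisker pad and soleus while ion channel and contractile fiber genes differed. It proposes in its discussion that the latter differences in part explain the distinct functional responses of the 2 muscles.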

More complete lists are presented in Supplemental Fig. S3 (goo.gl/Afe8BE) and the full data set can be found at GEO with accession GSE121590. These comprehensive transcriptome-level data from denervated whisker pad muscle represent a key basis for further understanding the enhanced functional changes we have observed.

**Fig. 4.**
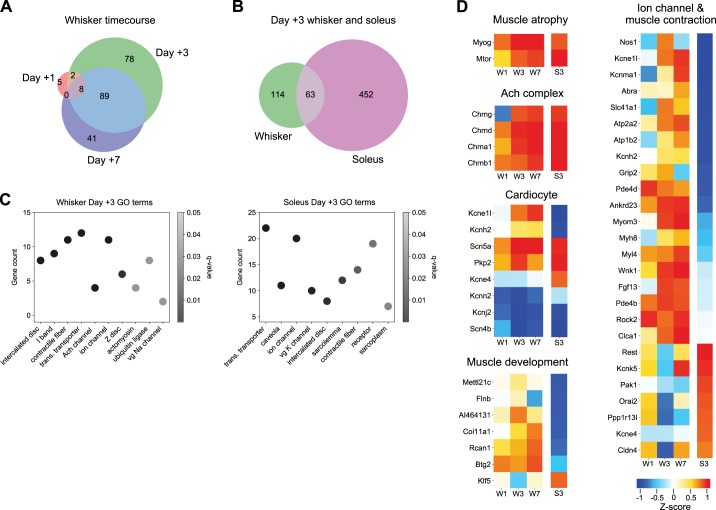
Transcriptome of denervated whisker pad muscle. *A*: Venn diagram of differentially expressed transcripts from whisker pad with at least ± 2-fold change (FC) at 1, 3, and 7 days postdenervation (*n* = 3 mice at each time point). *B*: Venn diagram of differentially expressed transcripts with ± 2-FC from whisker pad and soleus at 3 days postdenervation. Soleus data in *B*, *C*, and *D* is from Macpherson et al. (2015) (*n* = 2 mice). *C*: subset of enriched cell component GO terms for whisker pad (*left*) and soleus (*right*) at 3 days postdenervation. Identity numbers of GO terms are listed in methods. *D*: heatmaps of expression for gene families related to Muscle atrophy, ACh complex, Cardiocyte, Muscle development, and Ion channels and Muscle contraction groups. Data shown as average *z*-score. Columns labeled W1, W3, and W7 indicate whisker pad data from 1, 3, and 7 days postdenervation, respectively. Rightmost columns labeled S3 indicate soleus data from 3 days postdenervation. For Muscle development and Ion channel and Muscle contraction groups, genes included in heatmap were limited to those that had polar directional *z*-scores between whisker pad and soleus at 3 days. GO, gene ontology; trans., transmembrane; vg, voltage-gated.

## DISCUSSION

We determined the functional and transcriptomic changes of mouse whisker pad that result from facial motor nerve denervation. To our knowledge, our results represent the first demonstration of enhanced functional properties of paralyzed whisker pad muscles and provide a novel RNA-seq data set of the transcriptomic changes underlying this process. Our study has important implications for developing future treatments for the paralysis that occurs in debilitating disorders such as nerve damage and lower motor neuron degenerative diseases.

### 

#### Functional changes in nerve and muscle revealed by peripheral optogenetic stimulation.

In the days following motor nerve transection, the distal cut nerve undergoes a process of Wallerian degeneration, leaving neuromuscular synaptic terminals transiently intact before complete denervation (Tricaud and Park 2017). We used the ability to noninvasively induce whisker movements longitudinally over days to measure changes in the functional properties of facial nerve and whisker pad muscle throughout this process. Optogenetic stimulation of the distal cut end of the facial nerve continued to produce movements for up to 24 h but degraded thereafter, consistent with the time course of Wallerian degeneration (Tricaud and Park 2017). After 24 h, the functional changes that occur in muscle can be attributed to the intrinsic muscle changes in response to the denervation-induced loss of cholinergic input. Most muscles respond to this situation with atrophy and loss of function, as evidenced by a large body of work (Carlson 2014; Thesleff 1974; Wu et al. 2014). A recent study that used optogenetic stimulation of triceps surae muscle found more than 50% loss of both force generation and cross-sectional area by 3 days after sciatic nerve lesion (Magown et al. 2015). Based on these results, we expected that facial nerve lesion would result in loss of whisker pad muscle function and reduced whisker movements. However, we found the opposite effect. Two days after facial nerve transection, the same optogenetic light stimuli applied to whisker pad muscle produced large amplitude and faster whisker movements with less fatigue. Remarkably, brief light stimuli that produced no movements before denervation became highly effective. For example, the response to a 5-ms stimulus became near maximal and indistinguishable from the strongest (1,000 ms) stimulus, whereas there was no response to the 5-ms stimulus before denervation. These gain-of-function changes lasted at least 10 days after denervation (the length of our study) with no indication of reversal, suggesting that it is unlikely we simply missed a delayed loss-of-function response. Rather, it is more likely that whisker pad muscles respond to denervation in a distinct way compared with other muscle types. Our gene profiling results (Fig. 4) reveal many differences with the atrophy-prone soleus muscle, further supporting this idea. Importantly, expression levels of ChR2 from whisker pad tissue in Emx1-ChR2 mice did not increase after facial nerve transection (Supplemental Fig. S4; goo.gl/sb75Qd), ruling out the possibility that increased ChR2 expression led to the functional changes that we observed.

#### Fasciculations, atrophy, and excitability.

Fasciculations (also known as fibrillations) are small-amplitude spontaneous muscle twitches that commonly occur after denervation (Wu et al. 2014). Fasciculations are caused by oscillations in the membrane potential of muscle cells that result from denervation-induced changes in the intrinsic excitability of muscle cells, including tonic membrane depolarization and altered sodium and potassium conductances (Salafsky et al. 1968; Thesleff and Ward 1975). In the rodent whisker system, fasciculations can be precisely measured after facial nerve transection by noninvasive video monitoring of the paralyzed whiskers and furthermore are a useful indicator of the state of denervation because they are abolished by reinnervation (Heaton and Kobler 2005). It is tempting to speculate that fasciculations could help protect denervated muscle from atrophy by providing constant excitation, but because fasciculations occur even in muscles that show loss of function, the relationship between fasciculations and resilience is still unclear and may vary between different muscle types. It is possible that the strength of fasciculations is greater in whisker pad compared with other muscles, or that additional functional or genetic factors are involved in counteracting loss of function. The relationship between fasciculations, excitability, and resilience to atrophy will need to be determined in future studies.

#### Strategies for stimulation of paralyzed muscle.

Only a few studies have demonstrated direct control of muscle via muscle-specific expression of optogenetic actuators (Bruegmann et al. 2015; Bryson et al. 2014; Magown et al. 2015; Park et al. 2016). The optogenetic approach has major advantages over currently available technology for restoration of movement. One of the advantages is the direct and safe stimulation of muscle in the absence of nerve. This is different than functional electrical stimulation (FES), a commonly used method in the clinic (Doucet et al. 2012; Ho et al. 2014; Peckham and Knutson 2005), because FES depends on nerve rather than muscle stimulation. A critical limitation of FES is the presence and viability of nerve, which may be compromised in cases of severe damage or degenerative diseases. The high electrical currents needed in these cases can cause problems such as tissue damage, nonspecific spread across muscle groups, and discomfort (Plenk 2011). Thus, the ability of optogenetics to noninvasively stimulate muscle in the absence of nerve is a major advantage compared with current electrical approaches or optogenetic nerve stimulation approaches (Llewellyn et al. 2010) and indeed could be the only viable approach to restore the function of muscle after severe injuries or diseases that result in complete and permanent denervation. There are still significant issues that need to be solved to translate optogenetics to the clinic, including the expression of light-sensitive proteins in tissue of interest using viral vectors and appropriate hardware for light delivery (Fenno et al. 2011; Montgomery et al. 2016; Yizhar et al. 2011), and thus these remain active areas of research.

#### Transcriptome of denervated muscle.

Discovering the expression changes that occur in denervated muscle is an important goal for developing strategies to restore muscle function. We used RNA-seq to detect and quantify transcript levels changing over time following denervation. In particular, our objective was to understand the unique transcriptomic landscape of the denervated whisker pad, which shows enhanced muscle function, compared with other muscle samples that show loss of function. Thus, by comparing our data set with an existing data set from atrophy-prone soleus muscle at a matching 3-day time point after denervation (Macpherson et al. 2015), we identified unique features of the denervated whisker pad. Our results indicate that expression of several key genes was regulated in the same direction in both whisker pad and soleus (either up- or both downregulated), while many others showed differential expression as we would have predicted based on functional differences. For example, expression of the atrophy-related genes *Myog* and *Mtor* and of *Chrn* nicotinic cholinergic receptor family genes was upregulated in both whisker pad and soleus. However, there were prominent differences in expression of genes for ion channels and contractile fibers. 

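In whisker pad, Myog, on chromosome 1 from 134289989 to 134292548 of GRCm38, went from 1.38 ± 0.834 TPM (SD, n = 3 mice) in sham to 31.5 ± 18 in denervated samples at day 1. The log2 fold change was 4.05 (standard error 0.51, limma, adjusted p = 0.281). At day 3 it went from 4.65 ± 2.15 to 181 ± 17.1 TPM, a log2 fold change of 5.21 (standard error 0.27, adjusted p = 0.00089). At day 7 it went from 4.56 ± 1.88 to 99.9 ± 9.51 TPM, a log2 fold change of 4.37 (standard error 0.25, adjusted p = 0.0021). With the mouse as a block the adjusted p was 0.057, 0.0061, and 0.0049. For Myog at day 1 it was 0.00096 in all 18 samples in one fit with a term for each day, and 0.0011 when values were rescaled to the muscle markers. All 9 mice had more Myog on the denervated side (exact sign-flip permutation test, p = 0.0039, the smallest that 9 pairs allow, with an adjusted value of 0.013 over the genes of Fig. 4D).

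Mtor rose less. Its log2 fold change was 0.36 at day 3 (standard error 0.20, limma, adjusted p = 0.468) and 0.75 at day 7 (standard error 0.19, adjusted p = 0.147), where it went from 8.99 ± 0.361 to 15.8 ± 3.74 TPM (SD, n = 3 mice; limma). Over the 9 mice the mean log2 difference was 0.46 ± 0.30 (SD, n = 9; exact sign-flip permutation test, p = 0.0039), with 9 of 9 mice higher and an adjusted value of 0.013.

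Of the muscle receptor subunits, Chrna1 had log2 fold changes of 3.67 at day 3 and 3.18 at day 7 (limma, adjusted p = 0.0040 and 0.0034), and Chrnb1 had 2.78 and 1.91 (adjusted p = 0.0016 and 0.010). Those of Chrnd were 3.79 and 3.88 (adjusted p = 0.012 and 0.0067). Chrng, which was under the TPM minimum at day 1, went from 0.353 ± 0.0886 to 48.1 ± 21.8 TPM at day 3 (SD, n = 3 mice), a log2 fold change of 5.71 (limma, adjusted p = 0.0023), and had a log2 fold change of 5.16 at day 7 (adjusted p = 0.0078). Over the 9 mice, Chrng was higher in 6 and its adjusted value was 0.053. With the mouse as a block, the adjusted p of these 4 genes at days 3 and 7 lay between 0.0049 and 0.023. Chrne had no adjusted p under 0.05 at any day. As a set, the 5 muscle receptor genes, of which 4 could be tested at day 1, had a median log2 fold change of 1.05 at day 1, 3.67 at day 3, and 3.18 at day 7 (limma camera test over 12 sets and 3 days, adjusted p = 0.0026, 2.8e-07, and 2.8e-07). A set of 9 genes listed for atrophy had medians of 0.28, 0.46, and 0.40 (limma camera test, adjusted p = 0.0082, 0.0082, and 1.7e-05). They are Trim63, Fbxo32, Fbxo30, Fbxo31, Gadd45a, Cdkn1a, Foxo1, Foxo3, and Sqstm1, so the set is not the ubiquitin pathway alone. Over the 9 mice the mean log2 difference was 2.59 for Gadd45a and 0.56 for Trim63. For Fbxo32, Fbxo30, and Fbxo31 it was 0.28, 0.22, and 0.24 (exact sign-flip permutation test, unadjusted p = 0.152, 0.082, and 0.059). Of the 12 sets, 5, 6, and 5 passed at the 3 days, and 6, 5, and 5 with the mouse as a block. The alternatives that moved these counts most were a TPM minimum of 5, under which 3 sets passed at day 1, and a TPM above 0, under which 7 did. When the 2 sides of whole mice were exchanged, up to 3 sets passed at day 1, 6 at day 3, and 6 at day 7, so that the number of sets that pass does not by itself tell the lesion from differences between biopsies.

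**Figure D1:**
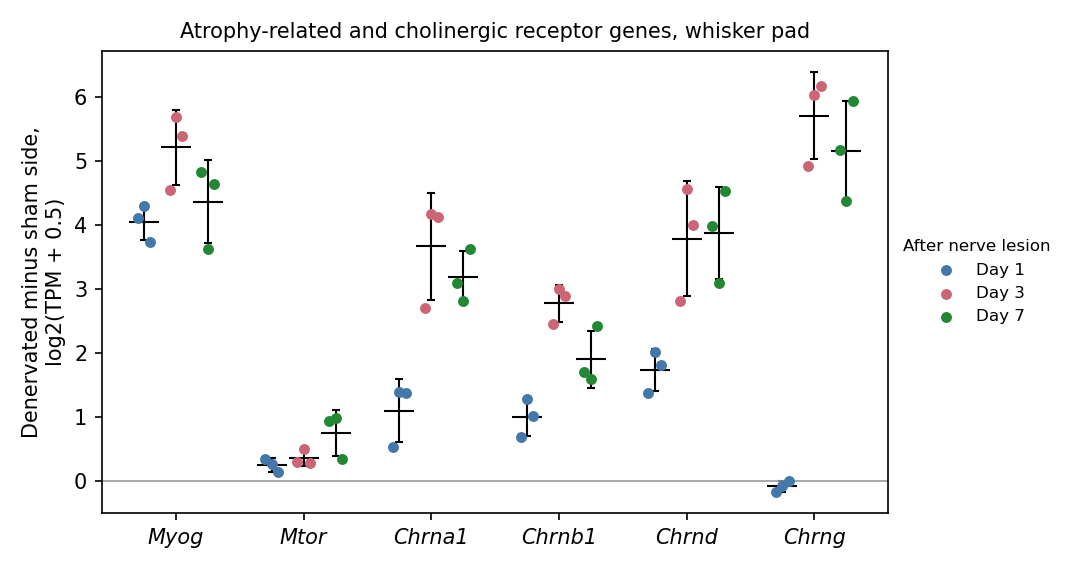
Difference between the denervated and sham side of each mouse in log2(TPM + 0.5) for atrophy-related and cholinergic receptor genes at days 1, 3, and 7. Points are mice, with 3 per day, and black marks give the mean with its SD. The 9 points of Myog and the 9 points of Mtor all lie above 0.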

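In whisker pad, Scn4b fell from 31.6 ± 4.97 to 7.69 ± 0.543 TPM at day 3 (SD, n = 3 mice), a log2 fold change of -1.96 (limma, adjusted p = 0.0029, and 0.014 with the mouse as a block). At day 7 its log2 fold change was -1.30 (adjusted p = 0.041, and 0.030 with the block).

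Ankrd23 had log2 fold changes of 3.21 at day 3 and 2.63 at day 7 (limma, adjusted p = 0.013 and 0.0071), and with the mouse as a block the adjusted p was 0.026 and 0.0049. Fgf13 had 2.78 and 1.82 (adjusted p = 0.0044 and 0.027), with 0.018 and 0.017 for the block. Myl4 went from 16.9 ± 5.32 to 79.4 ± 10.2 TPM at day 7 (SD, n = 3 mice), a log2 fold change of 2.23 (limma, adjusted p = 0.0071, and 0.017 with the block).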

For example, the *Kcn* family of voltage-gated potassium channels showed several instances of upregulation in whisker pad and downregulation in soleus, and vice versa. Similarly, slow-twitch (type II) contractile fibers, including *Myom3* and *Myh8*, were upregulated in whisker pad and downregulated in soleus, consistent with fiber-type switches after denervation. It is likely that the differences in expression of ion channels and contractile fibers at least partly explain the distinct functional responses of these muscles to denervation. 

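In whisker pad, 39 genes with symbols that start with Kcn could be tested at day 1, 41 at day 3, and 44 at day 7. Their median log2 fold change was -0.13 at day 1 with 11 genes higher and 28 lower, -0.11 at day 3 with 10 higher and 31 lower, and -0.11 at day 7 with 19 higher and 25 lower. The adjusted p of the set was 0.0017, 0.023, and 0.114 (limma camera test, Benjamini-Hochberg adjustment), and with the mouse as a block 0.0014, 0.060, and 0.120. With a TPM above 0 in 47% of samples as the minimum, the median of the Kcn_family set at day 7 was 0.0057, on the other side of 0. Of 11 alternatives, 1 gave a weaker result at day 1 and 6 did at day 3. The adjusted p reached 0.115 at day 1 and 0.564 at day 3, and the median stayed below 0 at both days. The mean over all 94 listed genes differed by -0.12, -0.093, and -0.023 at the 3 days (exact permutation test, p = 0.4, 0.3, and 0.3). Over the 9 mice it differed by -0.079 ± 0.117 (SD; exact sign-flip permutation test, p = 0.078). In the mice of day 1 it was 0.10, -0.22, and -0.24, where the muscle markers had 0.54, -0.54, and -1.13. The fall at day 1 thus cannot be told apart from the amount of muscle.

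Members moved in both directions. Kcnn2 fell from 3.99 ± 0.642 to 0.842 ± 0.409 TPM at day 3 (SD, n = 3 mice), a log2 fold change of -1.78 (limma, adjusted p = 0.040, and 0.069 with the mouse as a block). At day 7 it had a log2 fold change of -1.08 (adjusted p = 0.019, and 0.037 with the block). Kcnj2 had -1.02 at day 3 (adjusted p = 0.013, and 0.042 with the block). Kcne1l rose from 0.327 ± 0.186 to 2.91 ± 0.742 TPM at day 7 (SD, n = 3 mice), a log2 fold change of 2.04 (limma, adjusted p = 0.021, and 0.040 with the block), and was under the TPM minimum at days 1 and 3. Kcnh2 was under the minimum at all 3 days. Kcne4, Kcnma1, and Kcnk5 had no adjusted p under 0.05 at any day. Outside Fig. 4D, 3 genes of the family were chosen after their values were seen. Kcnn3 had log2 fold changes of 2.99 at day 3 and 2.28 at day 7 (adjusted p = 0.0016 and 0.0032), Kcna7 had -1.66 and -1.89 (adjusted p = 0.043 and 0.0067), and Kcnc1 had -1.30 at day 7 (adjusted p = 0.017). A transcript annotated as a retained intron held 80.2% of the TPM of Kcnn3 at day 3 and 82.0% at day 7. The rise of the Kcnn3 sum is therefore mostly that of this transcript. The corresponding soleus values were not analysed here.

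**Figure D2:**
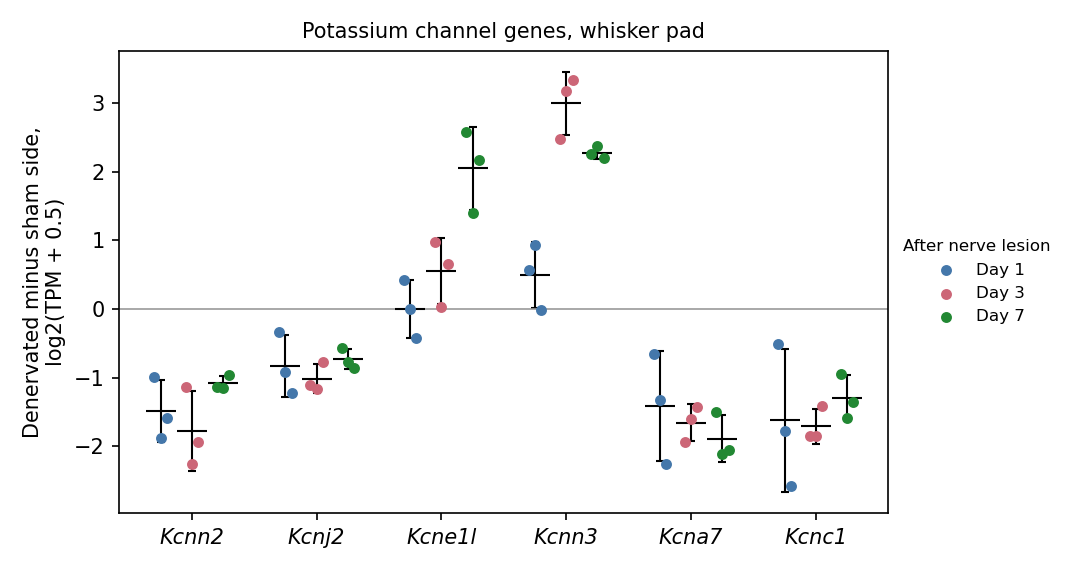
Difference between the denervated and sham side of each mouse in log2(TPM + 0.5) for 6 potassium channel genes at days 1, 3, and 7. Points are mice, with 3 per day, and black marks give the mean with its SD. Kcnn3 lies above 0 in all 3 mice at days 3 and 7, and Kcnn2, Kcnj2, Kcna7, and Kcnc1 lie below 0 in all 3 mice at each day. Most of the Kcnn3 TPM at days 3 and 7 is from a retained-intron transcript.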

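Myom3, on chromosome 4 from 135759715 to 135815564 of GRCm38, went from 42.9 ± 14.1 TPM (SD, n = 3 mice) in sham to 160 ± 42.7 in denervated whisker pad at day 3. The log2 fold change was 1.90 (standard error 0.31, limma, adjusted p = 0.045, and 0.0067 with the mouse as a block). At day 7 it went from 83.4 ± 20.0 to 240 ± 11.6 TPM, with an adjusted p of 0.012 from limma, and 0.011 with the block. Myh8, on chromosome 11 from 67277124 to 67308634, was under the TPM minimum at days 1 and 3. At day 7 it went from 1.11 ± 0.619 to 3.66 ± 2.30 TPM (SD, n = 3 mice), a log2 fold change of 1.30 (standard error 0.45, limma, adjusted p = 0.303, and 0.207 with the block). It was higher in 3 of 3 mice, and the exact permutation test of 3 mice against 3 cannot go below 0.10.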

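In whisker pad at day 7, 7 of 10 listed genes of slow-twitch fibers could be tested, 5 higher and 2 lower after denervation. Their median log2 fold change was 0.31 (limma camera test, adjusted p = 0.153, and 0.224 with the mouse as a block). Tnnt1 was among the higher genes and went from 16.9 ± 4.07 TPM (SD, n = 3 mice) in sham to 55.8 ± 7.76 in denervated samples, a log2 fold change of 1.71 (limma, adjusted p = 0.011, and 0.016 with the block). Over the 9 mice Tnnt1 was higher in 6 (exact sign-flip permutation test, two-sided, unadjusted p = 0.051) and Tnnc1 in 7 (p = 0.016). Casq2 of the same list was lower in 8 of 9 mice, with a mean log2 difference of -0.65 ± 0.44 (SD, n = 9; exact sign-flip permutation test, unadjusted p = 0.0078). The slow myosin heavy chain Myh7 stayed under the TPM minimum at every day and had 0.124 ± 0.0335 TPM (SD, n = 3 mice) in sham and 0.237 ± 0.229 in denervated samples at day 7. The fast myosin heavy chains Myh4 and Myh1 had 1198 ± 183 and 389 ± 149 TPM (SD, n = 3 mice) in sham samples at day 7, and 1092 ± 80.8 and 482 ± 42.5 in denervated samples. Neither passed at any day (limma). At day 7 their adjusted p was 0.788 and 0.671.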

For example, the upregulation of slow-twitch fibers in whisker pad is consistent with the striking decrease in fatigability that we observed (Fig. 3). Changes in expression of voltage-gated ion channels, including potassium channels, sodium channels, and many others, can result in membrane potential depolarization, oscillations, and changes in the waveform of the action potential. These features likely relate to the changes in optogenetically evoked whisker movements that we measured, including increased sensitivity, amplitude, and velocity. The detailed relationship between ion channel and contractile fiber expression with the functional changes requires further investigation. Another outstanding question is how changes in excitability relate to susceptibility to atrophy. One possibility is that atrophy-related genetic programs are activated in all denervated muscle types, but additional changes in excitability that lead to enhanced function in some muscles types essentially counteract this process. Since our experiments focused on functional changes in muscle responses as measured with optogenetic stimulation and video recording of whisker movements, further histological studies are needed to determine whether atrophy occurred on the level of individual muscle fibers.

#### Caveats and future work.

It should be noted that our optogenetic and RNA-seq data were limited to the rostral protraction area of the whisker pad. At this location, the spot of light activates primarily the extrinsic protractor muscles pars media superior and pars media inferior of *M. nasolabialis profundus* and also the intrinsic follicular muscles (Haidarliu et al. 2010; Jin et al. 2004; Park et al. 2016). In the future, it would be interesting to compare RNA-seq results with the caudal retraction area, which showed increased sensitivity but more subtle changes in amplitude and fatigability (Supplemental Fig. S2; goo.gl/3SDp8q), to identify further links between changes in gene expression and movement phenotypes. It would also be important in future work to obtain more complete data sets comparing functional and transcriptomic results from several additional muscles types. This would help address drawbacks in the comparison of our RNA-seq data set with published data from soleus (Macpherson et al. 2015), including that the samples were obtained from mice of different ages, and that our biopsied samples included both skin and muscle tissue. 

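The share of muscle and skin in a biopsy was followed with lists of marker genes written before the data were examined, with 12 genes for muscle, 11 for keratinocytes, and 12 for hair follicles. The muscle markers did not all move alike. Over the 9 mice Tcap, Myot, and Ckm had mean log2 differences of -0.88, -0.65, and -0.56, and Neb and Acta1 had 0.47 and 0.24. Their unadjusted p was 0.023, 0.023, 0.047, 0.109, and 0.180 (exact sign-flip permutation test). The mean thus does not separate the amount of muscle from changes of expression within it. The difference between denervated and sham samples in the mean log2(TPM + 0.5) of the muscle markers was -0.38 ± 0.85 at day 1, -0.27 ± 0.36 at day 3, and 0.14 ± 0.23 at day 7 (SD, n = 3 mice; exact permutation test, two-sided, p = 0.60, 0.20, and 0.60). For the keratinocyte markers it was 0.05 ± 0.09, -0.30 ± 0.25, and 0.34 ± 0.16 (exact permutation test, p = 0.50, 0.20, and 0.10). The hair follicle markers had 0.30 ± 0.86 at day 1, -1.08 ± 0.98 at day 3, and -0.0038 ± 1.23 at day 7 (exact permutation test, p = 0.70, 0.10, and 1.0). No smaller p than 0.10 is possible with 3 samples against 3. As a set, 11 of 12 muscle markers were lower at day 1, with a median log2 fold change of -0.37 (limma camera test, adjusted p = 0.072, and 0.0060 with the mouse as a block). Over the 9 mice the difference was -0.17 ± 0.53 for muscle (exact sign-flip permutation test, two-sided, p = 0.340), 0.03 ± 0.32 for keratinocytes (p = 0.812), and -0.26 ± 1.10 for hair follicles (p = 0.484). Leaving out 1 mouse moved the keratinocyte difference to between -0.03 and 0.10, and with the median in place of the mean over the markers it was -0.03. Over all alternatives the hair follicle difference ranged from -0.46 to -0.017 and the muscle difference from -0.26 to -0.05. Neither changed sign. Rescaling the values to the muscle markers moved the median log2 fold change of all genes to 0.35 at day 1, 0.24 at day 3, and -0.09 at day 7, where it had been 0.01, -0.01, and 0.04.

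**Figure D3:**
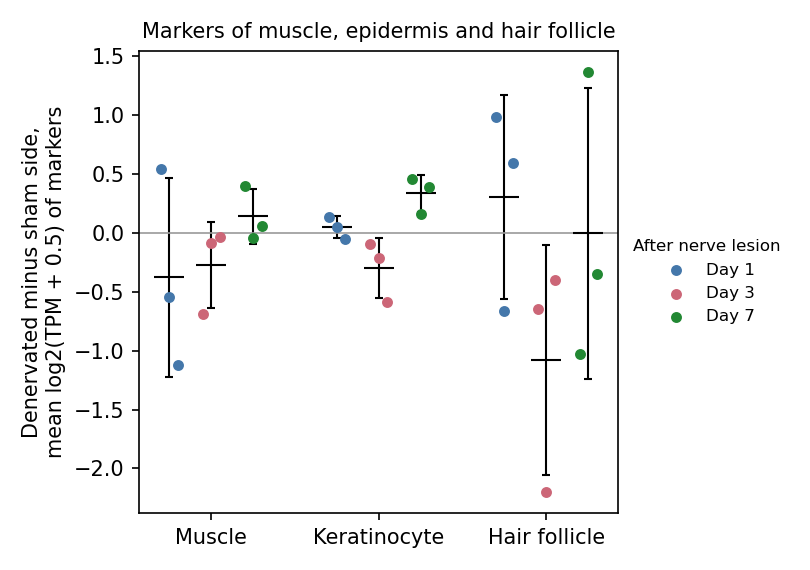
Difference between the denervated and sham side of each mouse in the mean log2(TPM + 0.5) of marker genes of muscle, keratinocytes, and hair follicles at days 1, 3, and 7. Points are mice, with 3 per day, and black marks give the mean with its SD. Hair follicle markers spread the most between mice, with an SD of 1.10 over the 9 mice.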

Future work could also directly relate transcriptomic and functional data by performing genetic analysis of the same subjects used for the optogenetic measures, which was not done here. Importantly, histological experiments will be needed to determine whether muscle fibers of the whisker pad protraction area undergo atrophy after motor denervation. If atrophy does occur, it would be valuable to understand how changes in excitability, transcriptome, and other factors compensate and lead to the enhanced evoked whisker movements. If atrophy does not occur, it would be valuable to measure transcriptomic and functional properties on a more detailed level to understand the potentially unique response of denervated whisker pad muscles compared with other muscles. This knowledge would further our understanding of the relationship between muscle atrophy and transcriptomic and functional changes that occur in denervated muscle.

#### Conclusion.

In conclusion, our combined functional and transcriptomic results have implications for future work on the restoration of movement following nerve damage or motoneuron degeneration. The unique properties of denervated whisker pad muscles that we have identified could inform future genetic strategies to restore muscle function after nerve injury or motoneuron degeneration in various neuromuscular systems.

## GRANTS

This research was supported in part by grants from the National Institutes of Health (R01NS094450) and the New Jersey Commission on Brain Injury Research (CBIR16IRG032) to D. J. Margolis. A. Upadhyay was a member of the NeuroSURP program (NIH R25NS105143).

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

T.J.V., A.B., A.U., R.P.H., and D.J.M. conceived and designed research; T.J.V., A.B., A.U., M.R.S., C.R.L., and D.J.M. performed experiments; T.J.V. and R.P.H. analyzed data; T.J.V., A.B., A.U., R.P.H., and D.J.M. interpreted results of experiments; T.J.V. prepared figures; T.J.V., A.B., A.U., R.P.H., C.R.L., and D.J.M. edited and revised manuscript; T.J.V., A.B., A.U., M.R.S., R.P.H., C.R.L., and D.J.M. approved final version of manuscript; D.J.M. drafted manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

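RNA sequencing of biopsies of skin and muscle from the rostral whisker pad was analysed in 18 samples, the denervated right side and the sham left side of 9 mice, with 3 mice at each of days 1, 3, and 7. The authors prepared libraries with a TruSeq RNA kit and sequenced them on a Illumina NextSeq. They base-called reads with bcl2fastq2, removed duplicates with ParDRe, trimmed with Fastp, and pseudoaligned to mouse cDNA of build GRCm38 with Kallisto before loading the results into Sleuth. The deposited signal values are TPM that the authors normalized between samples: the sums of the samples run from 833186 to 1143839, and 10 of 18 are above the sum that plain TPM have. The choice of tests had been made for plain TPM, and the same tests were kept. The paper's experiment-wide likelihood ratio test and its Wald tests were not repeated, since they use the bootstraps of Kallisto, which were not analysed here. The soleus data set and gene ontology were also not analysed here.

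The 113194 transcripts were matched by identifier to GENCODE release M21. Of these, 98.46% matched, with 99.48% of the summed values, and 1 entry has a name that is not from Ensembl. The TPM of a gene's transcripts were summed for 35150 genes. Depth was estimated from long protein-coding transcripts of single-transcript genes, where low values times the transcript length fall near whole multiples of 1 read. Of the low values, 67.1% to 82.9% per sample lay near a whole number, where 20% would if they were spread evenly. The estimate gave 10500000 to 32400000 reads per sample with a median of 14600000. It describes counting error only.

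Transcripts and genes were compared with limma 3.58.1 in R 4.3.3 on log2(TPM + 0.5), with a moderated test and a mean-variance trend. They needed a TPM of at least 1 in at least 47% of the samples of a comparison. P values were adjusted with the Benjamini-Hochberg method, and 0.05 was the threshold. Over all days the model had a term for the day and 1 for the injury. At each day the 6 samples were fitted alone, and a transcript was counted if it also had a fold change of at least 2 and had passed over all days. Differences between days were tested as interaction terms in a fit of all 18 samples. The mouse was the block in a second version of each fit. Sets of genes were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over 12 sets and 3 days. Tests of set differences between days were added after the data were seen. Differences between the 2 sides over 9 mice were tested with exact sign-flip permutation tests, and marker means of 3 samples against 3 with exact permutation tests, all two-sided. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9 was used for the rest.

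Genes named in the text were set by a rule before the data were examined: every gene of Fig. 4D or of the paper's text, every gene of the marker lists, and at each day the 5 transcripts with the largest rise and the 5 with the largest fall among those that passed and moved the same way in all 3 mice. A part of the results under this rule is not reported here. Kcnn3, Kcna7, and Kcnc1, and the transcripts that differ between days, are outside that rule and were chosen after their values were seen. The z-scores of Fig. 4D, taken within each day, were also chosen after the data were seen. The colours of Fig. 4D were read by a program against the color bar, to 1 decimal.

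The tests were tried on simulated data with 200 changed transcripts or genes. Over all days, 90.0% of 170 changed transcripts that could be tested were recovered, and 3.2% of the calls were unchanged transcripts. At a single day 32.4% to 39.2% were recovered, and 0%, 1.4%, and 5.6% of the calls at days 1, 3, and 7 were unchanged transcripts. For genes, 96.3% of 191 were recovered over all days and 77.2% to 79.9% at a single day. Unchanged genes made up 8.9% of the gene calls over all days and 6.1%, 2.5%, and 7.9% at days 1, 3, and 7, above the nominal 5% at all but day 3. With no change made, 0 transcripts were called, and 1 gene was called over all days. The camera test called 60 of 60 sets that were moved and 3 of 180 that were not. Those sets held at most 12 randomly drawn genes with independent noise, and moved genes were shifted by 1 on the log2 scale. Genes of a real set can vary together, so the 3 of 180 do not give the rate of false calls for the real sets. With the 2 sides of whole mice exchanged, up to 3 real sets passed at day 1, 6 at day 3, and 6 at day 7. The sign-flip test gave p under 0.05 for 197 of 200 changed and 23 of 400 unchanged genes.

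The alternatives were pseudocounts of 0.1 and 1, a TPM above 0 or of at least 5 as the minimum, rescaling by median-of-ratios factors or to the muscle markers, the mouse as a block, no trend, a fit of all 18 samples, summed genes, no filter on the result over all days, fold changes of 1.5 or none, an F test, the transcript of a gene with the highest mean TPM, the median over markers, and leaving out each mouse. They were set before the data were examined. Rescaling to an equal sum in each sample, the alternatives of the set differences between days, and those of the z-scores were added afterwards.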

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

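All tests here were chosen only after the result was seen, except those of 3 sham samples against 3 other sham samples. The tests of set differences between days were themselves added after the data were seen. Each set is described by its median log2 fold change, denervated against sham. The groupings of sham samples compare different mice, partly of different days, while the lesion is compared between the 2 sides of a mouse, so they show how far biopsies of different mice vary and leave the pairing out. When the 2 sides of whole mice were exchanged, up to 6 sets passed at day 3 and up to 6 at day 7.

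The effect of denervation differed between days for 8 transcripts from day 1 to day 3 without the mouse as a block, and for 1 with it. Only the counts of these fits were compared. The values that follow are from the fit without the block. The difference in log2 fold change, limma's interaction term with Benjamini-Hochberg adjustment, was 1.71 for Runx1 (adjusted p = 0.038), 2.94 for Arhgdig (0.0069), 2.27 for Stbd1 (0.0069), 2.28 for Aldh3b1 (0.0093), 2.14 for Fam19a5 (0.0093), 2.35 for Kcnn3 (0.0069), 1.60 for Mef2a (0.0069), and 2.06 for Plekhh1 (0.0052). From day 1 to day 7 it was -3.81 for Slc41a3 (adjusted p = 0.024), 3.66 for Agrp (0.0040), and 2.32 for Plekhh1 (0.0012). The Kcnn3 transcript is annotated as a retained intron and that of Plekhh1 as a processed transcript. Differences with day 7 are not separated from the sex of the mice. A technical explanation is that reads moved between transcripts of a gene. In that case the sum over the gene would not differ. The gene sums of 11 of these 11 differences also differed, with adjusted p between 0.00031 and 0.019. In 6 of the 11 the transcript holds at least 90% of its gene, where the sum mostly repeats the transcript and little of the gene is left for reads to move from. Agrp is the only one under 50%. The gene sums thus speak against that explanation. The count of 8 was reached by 1 of the 10 splits of the 6 mice of days 1 and 3 into groups of 3, the real one included, and the count of 3 by 1 of the 10 splits of days 1 and 7. The other splits gave at most 1 transcript for days 1 and 3 and none for days 1 and 7. With 10 splits the share cannot go below 0.10, so this test cannot decide.

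The sets of genes also differed between days. The values are medians over the genes of a set of their differences in log2 fold change, and are not differences between the medians of the days. From day 1 to day 3 the values that passed were -0.41 for keratinocyte markers (adjusted p = 0.040), -1.56 for hair follicle markers (3.7e-05), 0.31 for repair Schwann cell markers (0.040), and 1.92 for muscle receptor genes (0.0080). From day 1 to day 7 they were 0.89 for immune markers (adjusted p = 0.0012), 1.02 for repair Schwann cell markers (0.00038), and 1.495 for muscle receptor genes (0.040). From day 3 to day 7 they were 0.60 for keratinocyte markers (0.00061) and 1.07 for hair follicle markers (0.0017). Each of these sets also passed with the mouse as a block. The block added the muscle markers from day 1 to day 7, at 0.63 with 11 of 12 genes higher. Their adjusted p was 0.021 with the block and 0.144 without it. Without the block, as many sets passed in 6 of the 10 splits of the mice of days 1 and 3, in 3 of 10 for days 1 and 7, and in 6 of 10 for days 3 and 7. Since so many splits did as well, the counts of sets that differ between days cannot be told apart from differences between mice.

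Keratinocyte markers at day 3 had a median of -0.31, with 11 of 11 genes lower. A candidate explanation is that biopsies differ with no tie to the lesion. Of 840 groupings of 3 sham samples against 3 other sham samples, 28.2% had a difference in the set mean as large, so that explanation remains for an unpaired comparison. Its adjusted p with the mouse as a block was 0.0039. Hair follicle markers at day 3 had a median of -1.12, with 12 of 12 lower, and 4.52% of such groupings did as well. Less skin in the denervated biopsies may be the cause. Hair follicle markers fell further than keratinocyte markers in 2 of 3 mice of day 3, by -0.64 against -0.10 in replicate 1 and -2.20 against -0.22 in replicate 2, so the keratinocyte markers do not account for the size of the fall there. In replicate 3 it was -0.40 against -0.58, and in that mouse the fall cannot be told apart from the amount of skin.

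Immune markers had a median of -0.43 at day 1, with 10 of 10 genes lower, and 0.51 at day 7, with 10 of 10 higher. As large a difference appeared in 45.0% and 24.2% of the groupings of sham samples, and with the mouse as a block the adjusted p was 0.014 and 5.9e-06. More or less muscle in the denervated biopsies is a candidate explanation. Over 9 mice the differences in immune and muscle markers had Pearson r = 0.904 (exact permutation p = 0.0013) and Spearman rho = 0.783 (exact permutation p = 0.017), the only relation computed in its family. Without the 2 mice farthest from the median r was 0.701. At a single day there are only 3 mice, too few to give it within days. More blood in the denervated biopsies was tested with Hbb-bs, which was higher in 2 of 3 mice of day 7. The immune change at day 1 cannot be told apart from the amount of muscle. At day 7 immune markers rose by 0.643, 0.535, and 0.583 in the 3 mice while muscle markers differed by 0.398, -0.042, and 0.061, and the mouse with the largest immune rise had less Hbb-bs on the denervated side. In the mice with muscle differences of -0.042 and 0.061, the amount of muscle as measured by these markers does not account for the size of the immune rise. The test of blood cannot decide, since Hbb-bs was higher in 2 of 3 mice and lower in the other. With 24.2% of the groupings of sham samples as large, differences between biopsies remain as an explanation for an unpaired comparison.

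Myelin markers of Schwann cells had a median of -0.56 at day 1 and -0.76 at day 7, with 9 of 9 and 8 of 9 genes lower. In 26.1% and 11.9% of the groupings of sham samples the difference was as large, so differences between biopsies remain as an explanation for an unpaired comparison. The adjusted p with the mouse as a block was 0.015 and 1.5e-05. Repair Schwann cell markers had a median of 0.65 at day 3 and 1.17 at day 7, with 7 of 7 and 8 of 8 tested genes higher. As large a difference appeared in 0 of 840 groupings of sham samples at day 3 and in 0 of 840 at day 7. Over the 9 mice the set mean was higher in 9 of 9 (exact sign-flip permutation p = 0.0039, the smallest 9 pairs allow). More nerve tissue in the denervated biopsies would move myelin markers the same way, but repair markers rose while myelin markers fell in 7 of 9 mice. A higher depth of the denervated libraries would make the rise larger where they are deeper. Over the 9 mice the log2 ratio of depth and the rise had Pearson r = -0.504 (exact permutation p = 0.174) and Spearman rho = -0.30 (exact permutation p = 0.437), the only relation computed in its family. Without the 2 mice farthest from the median r was 0.0392, so the rise was not seen to grow with depth, and the negative sign rests on these 2 mice. A response of Schwann cells to the lesion may explain the rise, as a hypothesis found and tested on these data; the side of the face was not separated from the lesion. For the muscle receptor genes 0 of 840 groupings at day 3 and 0 of 840 at day 7 were as large.

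The 1 entry of the table with a name that is not from Ensembl had values from 0.019 to 186 across samples. The paper's text does not use that name. A level set by the mouse is a candidate explanation. The 2 sides of a mouse differed on average by 0.316 on the log2 scale against 2.99 in random pairs (exact permutation p = 1.1e-05). Its lesion difference was 0.24, higher in 6 of 9 mice (exact sign-flip permutation p = 0.137). What the entry is was not tested.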

How the results depend on the processing

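The alternatives were set before the data were examined, except rescaling to an equal sum in each sample, the alternatives of set differences between days, and those of the z-scores, which were chosen after seeing the data. Among values of single genes and sets under the alternatives, 919 kept the result, 282 were weaker, 6 were stronger, and 3 changed sign. Among counts and marker differences, 244 kept it, 42 were weaker, 24 were stronger, and 3 changed sign. The cause was not tested for any change below.

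Without the filter of at least 1 TPM, with a TPM above 0 in 47% of samples, 29 transcripts passed at day 3, 21 at day 7, and 41 at any day, where 51, 56, and 79 had. The differences between days 1 and 3 then counted 13 and between days 1 and 7 counted 9, where they had counted 8 and 3. The median of the Kcn genes at day 7 changed sign, to 0.0057. With at least 5 TPM, 1 transcript differed between days 1 and 7, and 3 sets passed at day 1. With pseudocount 1, 8 transcripts differed between days 1 and 7. Rescaled to an equal sum in each sample, 37 transcripts passed at day 7 and 10 differed between days 1 and 7.

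With the replicate block, the mouse, 0 transcripts passed at day 3, 0 at day 7, and 0 at any day, with 3945 and 3997 at an unadjusted p under 0.05 at days 3 and 7. Between days 1 and 3, 1 transcript differed. For summed genes without the fold change minimum the block did not lower the counts. It gave 217 genes at day 3, of which 148 were among the 217 without it, and 328 at day 7, of which 206 were among the 230 without it. Without the mean-variance trend, 32 transcripts passed at day 3, 32 at day 7, and 52 at any day. In a fit of all 18 samples, 9 passed at day 1, 90 at day 3, and 3 genes of Fig. 4D at day 1. For summed genes, 457 passed over all days, 115 at day 3, 107 at day 7, and 158 at any day, and 18 and 24 differed between days 1 and 3 and days 1 and 7. With no filter on the result over all days, 92 passed at day 3, 126 at day 7, and 184 at any day. With z-scores over the 18 samples, 13 genes of Fig. 4D were above 0 at day 1. With the median over the markers, the keratinocyte difference over the mice was -0.031.

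Fits that left out 1 replicate gave, for the injury across days, 134 transcripts without day 7 replicate 3 to 525 without day 1 replicate 1. They gave 36 to 105 transcripts at any day. The counts of a single day were taken without a mouse of that same day, and 0 transcripts then passed at day 3 and 0 at day 7 with any of its 3 mice left out. In the same way, the genes of Fig. 4D that passed were 0 to 11 at day 3 and 1 to 9 at day 7. The difference between days 1 and 3 counted 0 to 36 transcripts, days 1 and 7 counted 1 to 30, and days 3 and 7 counted 0 to 4. From 3 to 6 sets passed at day 1, and 2 to 6 differed between days 1 and 7. The immune median at day 1 ranged from -0.89 to 0.017, the myelin median at day 1 from -1.15 to 0.18, and the keratinocyte difference over the mice from -0.026 to 0.104.

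Myh7, Myh3, and Kcnh2 were under the minimum of 1 TPM in most samples and were not tested at any day. Tests of single transcripts at single days recovered 32.4% to 39.2% of simulated changes, so a count of 0 there does not show that no transcript changed.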

Differences from the paper's values

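The paper's text gives 389 transcripts as differentially expressed in whisker pad. Here 79 passed at 1 or more days, and none of the alternatives set before the data were examined closed the gap, the nearest being 184 with no filter on the result over all days. A different measure, the injury across days, had 289 transcripts, with 345 without day 1 replicate 3, 525 without day 1 replicate 1, and 457 for summed genes.

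The regions of the Venn diagram sum to about 220 in Fig. 4A. Against that sum 79 differs as well, while 184 with no filter on the result over all days and 158 for summed genes are within 1.5 times of it.

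In the Venn diagram the paper has about 5 transcripts at day 1 only in Fig. 4A, where 0 passed here. No alternative set before the data were examined closed it, and the fit of all 18 samples had 3. For day 3 only the paper has about 78 in Fig. 4A, against 23, and 58 with no filter on the result over all days is within 1.5 times of it. The paper has about 2 at days 1 and 3 in Fig. 4A, against 0, and the fit of all 18 samples had 2. For days 3 and 7 it has about 89 in Fig. 4A, against 28, and summed genes had 64, within 1.5 times. For all 3 days it has about 8 in Fig. 4A, against 0, and no alternative set before the data were examined closed it, with 4 in the fit of all 18 samples.

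The z-scores of Fig. 4D had no alternatives set before the data were examined. The 2 named below, the transcript with the highest mean TPM and z-scores over the 18 samples, were chosen after seeing the values, as was the scaling within a day. The values of Fig. 4D were read from its colors. For Kcne4 the paper has about -0.2 at day 1 in Fig. 4D against 0.299, and z-scores over the 18 samples, at -0.327, came within the error. At day 3 it has about -0.2 in Fig. 4D against 0.540, which neither alternative closed. Kcnn2 has about -0.8 at day 7 in Fig. 4D against -0.988, and the transcript with the highest mean had -0.798. Col11a1 has about 0.5 at day 3 in Fig. 4D against -0.255, where the highest transcript had 0.573 and z-scores over the 18 samples 0.407. Kcnma1 has about 0.9 at day 7 in Fig. 4D against -0.465, and z-scores over the 18 samples gave 0.918. Atp2a2 has about 0.8 at day 3 in Fig. 4D against -0.275, where the highest transcript had 0.875 and z-scores over the 18 samples 0.259. Grip2 has about 0.6 at day 3 in Fig. 4D against -0.756, and Rest about -0.5 at day 3 in Fig. 4D against 0.796, and neither alternative closed these. The single transcript nearest to the figure, picked by its nearness to these same values, had 0.676 for Grip2, -0.447 for Rest, and -0.199 for Kcne4 at day 3. With z-scores over the 18 samples, 74 of the 132 values of Fig. 4D differed, against 8 within days and 7 for the highest transcript, which added Kcnma1 at day 3 and Rest at day 1. These counts do not follow the size of the gap alone. For the summed TPM, Kcnh2 had a largest gap of 0.503 and is not among the 8, while Kcnn2 had 0.188 and is.

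The paper states that Myh8 rose in whisker pad. Here its log2 fold change at day 7 was 1.30, and its adjusted p from limma was 0.303 and between 0.207 and 0.676 under the alternatives. The paper states that Mtor rose, and here no day had an adjusted p under 0.05, while the mean difference over 9 mice was 0.46 with an adjusted value of 0.013.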

Other observations

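All tests in this part were chosen only after the result was seen.

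Other splits of the samples were tried for each count, exchanging the 2 sides of whole mice, since other splits would put both sides of a mouse in 1 group. For the 289 transcripts over all days, 1 of the 100 splits drawn from 256 gave as many, the real one, and the others gave at most 1. For the 79 at any day it was also 1 of 100. At a single day there are 4 splits, so the share cannot go below 0.25 and this test cannot decide. No other split gave a transcript at days 3 and 7. As many transcripts passed in 4 of the 4 splits at day 1, where the count was 0 with 1338 at an unadjusted p under 0.05, in 1 of 4 at day 3, and in 1 of 4 at day 7. For the genes of Fig. 4D it was 4 of 4 splits at day 1, where 0 passed with 8 at an unadjusted p under 0.05, and 1 of 4 at days 3 and 7. For the sets it was 1 of 4 at day 1, 2 of 4 at day 3, and 2 of 4 at day 7. For the difference between days 3 and 7, where the count was 0 with 2336 at an unadjusted p under 0.05, it was 10 of 10 splits.

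The paper's methods describe z-scores of transcripts taken for each day, and its results text describes z-scores across all conditions. The statement that each heatmap row is a single transcript of its gene was compared with the values of Fig. 4D. For 44 of 44 genes, 1 of its transcripts had z-scores within 0.15 of the values read from the colors at all 3 days, and 0.5 genes would be met by transcripts of other genes. The tolerance of 0.15 was set after the gaps were seen. The transcript with the highest mean TPM came as near for 37 genes and the summed TPM for 30, and for 8 genes the nearest transcript held under 50% of the gene's TPM. With z-scores over the 18 samples, 0 of 44 genes had such a transcript. This is consistent with the description in the methods.

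Ddx3y had 20.6 to 30.1 TPM in both sides of 7 mice and 0.084 to 0.265 TPM in both sides of replicates 2 and 3 of day 7. The 2 sides of each mouse matched in this. The Y-chromosome genes Eif2s3y, Kdm5d, and Uty were also lower in these 2 mice than in the others. The paper used mice of both sexes. Comparisons of day 7 with days 1 and 3 are therefore not separated from sex. Hbb-bs had 94566 TPM in the denervated sample of replicate 2 of day 7, where its main transcript took 8.23% of the summed values, and 1180 to 27032 TPM in the other samples.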
